A study of Arabidopsis thaliana with 56 samples.

How the data were processed

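Endosperm nuclei of Arabidopsis thaliana were sorted at 6C, per the labels, from seeds of wild-type plants (WT) and of plants labelled crwn1/2. Leaf nuclei were sorted at 2C, 4C, 8C and 16C and combined, per the labels. The mRNA libraries were made with the SMART-Seq mRNA LP kit, which amplifies full-length cDNA, per the labels. Histone H3 trimethylated at lysine 27 (H3K27me3) was profiled by CUT&RUN, per the labels, a method in which an antibody directs a nuclease to cut out the chromatin it binds. Of the 56 samples, 20 mRNA libraries and 12 H3K27me3 libraries entered the comparisons. The 12 samples for total H3 and the 12 for IgG were not used here. The samples held no leaf mRNA. No label named a batch or a sequencing date.

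Each mRNA file held deposited read counts, as whole numbers, per annotated gene and per annotated transposable element. The counting followed the layout that HTSeq writes, as judged from the file names and the closing summary lines. The aligner, genome build, annotation version and strand setting were not stated in the labels or files. Counts of overlapping genes, of antisense genes and of near-identical copies are therefore uncertain throughout. The summary lines that name no feature were left out of library sizes and tests. Reads outside features came to 4.10% to 6.01% and ambiguous reads to 1.24% to 1.61% of the counted reads per library. The summary lines for low-quality and for not uniquely aligned reads held identical numbers, so neither was used.

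The H3K27me3 peaks were called by the authors with epic2, per the file names and the file headers, in 1 list per tissue, genotype and replicate number and so without pooling of replicates. Each peak carried the authors' read count of the H3K27me3 library. Each also carried the authors' log2 enrichment over a control library and the authors' FDR, a p-value adjusted for multiple tests, per the file headers. The log2 enrichment and the FDR are the authors' own values and served only to describe or filter peaks within a list. The lists also held 12 columns of control-library counts that no label ties to a sample, and these were not used. Peak edges lay on a grid of 150 bp. Which control was used, the aligner and the depth of the libraries were not stated, so only the reads inside peaks are known.

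No label or file named the genome build. The RefSeq table for TAIR10.1 was used only for gene symbols and for which genes neighbour each other. Of 32678 gene identifiers in the count files, 31912 had an entry in it, as did 21955 of the 22161 genes tested. The share of H3K27me3 in genes and elsewhere, the genes that lost or gained it and the expression of such genes need gene coordinates of the same build and are not reported here.

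Groups were taken from the labels. Differences in expression were tested with edgeR 4.0.16 in R 4.3.3, with the quasi-likelihood F-test on the counts as deposited. A single model with a term per group held all 20 libraries, so that the 5 groups shared their estimate of the spread. Library sizes were scaled with TMM. The edgeR filter for low counts, with a count minimum of 10 and a total of at least 15, kept 24696 of 63867 features, of which 22161 were genes and 2535 transposable element features. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg over all features tested, and the threshold was 0.05. CPM stands for counts relative to the scaled library total, and M before a unit stands for mega, as in Mb. The contrasts were crwn1/2 against WT at 6 days after pollination (DAP) and at 7 DAP, crwn1/2 at 8 DAP against WT at 7 DAP, successive days within each genotype, and the difference of the genotype effect between 7 and 6 DAP.

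The genes named are those given by a fixed rule. For each genotype contrast it took the 4 features with the largest positive and the 4 with the largest negative log2 change among those past the threshold, with a mean of at least 10 CPM over all libraries and with groups that did not overlap. For each time contrast it took 2 in each direction in the same way. For the difference between days it took 2 in each direction with no condition on overlap. Members of fixed gene lists past the threshold were named as well, and in each tissue the 2 longest regions of H3K27me3 lost and the 2 longest gained. Where a group compared held 3 counts or fewer, the ratio of counts per total is given with an exact 95% binomial interval. Such intervals cover counting error only, because PCR copies are not independent molecules.

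The 8 lists were the CRWN family, type I MADS-box genes, subunits of Polycomb repressive complex PRC2, genes of salicylic acid and defence, paternally and maternally expressed imprinted genes, seed storage and oil body genes, and seed coat markers. Each was tested in the 3 genotype contrasts with camera of limma 3.58.1 at its preset correlation of 0.01, with adjustment over the 24 tests. A developmental score per library was the mean log2 CPM, at a prior count of 2, of features higher at 7 than 6 DAP minus that of features lower, as called by edgeR in a fit of the WT libraries alone, transposable element features included. For each WT library the features were chosen again without it. Scores, covered lengths and similarities of peak lists were compared with exact two-sided permutation tests in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Lengths lost and gained were counted in the 150 bp bins of the lists.

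Groups, tests, gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0 size factors, its Wald test, no filter, no organelle genes, libraries thinned to 1 total, the replicate number as a block, a fit of only the groups compared and leaving out each library. For lists they were fry and an estimated correlation. For the score they were the 200 features with the smallest p and a prior count of 0.5. For peaks they were an FDR under 0.001, a log2 enrichment of at least 1, joining within 600 bp, a length of at least 1 kb, and sharing of peaks by 50% reciprocal overlap or by 1 bp. A fit and a score on genes alone, the share of reads outside features as a covariate, and peak lists trimmed to a common covered length were chosen after seeing the data.

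The procedures for expression were tested on simulated data drawn from the libraries' own means and sizes, over 24696 features. With 200 features changed by a log2 of 1.5, edgeR recovered 54.5% in the contrast at 6 DAP, 61% at 7 DAP, 59% for 8 against 7 DAP, 59.5% for the days in WT, and 66.5% and 54.5% for the successive days in crwn1/2. Between 1.8% and 7.6% of the calls were false. Camera found a planted set of 20 genes at a log2 of 0.7 in all 3 genotype contrasts and called 5, 6 and 8 of 200 unchanged sets at an unadjusted p under 0.05. The simulated features were drawn independently of each other, so these numbers do not test whether the preset correlation suits the real lists. The procedure for peaks found 500 of 500 planted lost bins in simulated lists. Those bins were set present in every WT list and absent from every crwn1/2 list, so this checks the computation alone. It does not show how the procedure behaves when reads in peaks are unequal.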

Results

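CRWN1 and CRWN2 encode coiled-coil proteins of the plant nuclear lamina, the protein layer under the nuclear envelope. Expression in the endosperm, the nutritive tissue of the seed, was compared between WT and crwn1/2 in 20 mRNA libraries. There were 4 WT libraries at 6 DAP, 4 WT libraries at 7 DAP, and 3, 5 and 4 crwn1/2 libraries at 6, 7 and 8 DAP. H3K27me3 was compared in 12 CUT&RUN libraries, with 3 of each genotype in endosperm and 3 of each in leaf. WT was not sampled at 8 DAP, so crwn1/2 at 8 DAP was set against WT at 7 DAP, a comparison in which genotype and day differ together.

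Total counts per mRNA library ranged from 6986418 to 14359413, a ratio of 2.06. At 6 DAP the mean total was 8.40 ± 0.452 M counts in WT (SD, n = 4) and 10.1 ± 0.59 M counts in crwn1/2 (SD, n = 3). At 7 DAP it was 8.13 ± 1.02 M counts in WT (SD, n = 4) and 10.9 ± 2.88 M counts in crwn1/2 (SD, n = 5), and at 8 DAP it was 11.2 ± 2.21 M counts in crwn1/2 (SD, n = 4). The totals differed between genotypes at 6 DAP by 1.68 M counts (exact two-sided permutation p 0.0286, the smallest possible, 0.0858 adjusted over 12 tests of totals and shares), while the differences of 2.79 M counts at 7 DAP (exact p 0.119, adjusted 0.159) and 3.11 M counts between crwn1/2 at 8 DAP and WT at 7 DAP (exact p 0.0571, adjusted 0.137) did not pass 0.05 before adjustment either. WT totals differed by -0.271 M counts between days (exact p 0.657, adjusted 0.657). Between 34372 and 49133 features had a count, and the most abundant feature took 0.397% to 0.85% of the counts. At 7 DAP the genotypes were apart, with 46048 to 49133 features in WT and 34372 to 43381 in crwn1/2, although crwn1/2 had the higher mean total. The ranges overlapped at 6 DAP, with 35720 to 44367 in WT and 35581 to 40479 in crwn1/2. The number of features with a count and the genotype thus cannot be told apart at 7 DAP. Every pair of replicates differed by more than sampling noise, with chi-square values of 8.64 to 34.2 per feature among features with at least 20 counts, so no pair was taken for a single library deposited under both names. Amplified libraries prepared again from a single sample would differ by more than counting noise too, so the replicates rest on the labels. The first principal component held 31.7% of the variance and the second 14.8%. WT libraries of 7 DAP lay between 73.0 and 109 on the first component and the crwn1/2 libraries of 6 DAP between -126 and -79.8. The crwn1/2 libraries of 7 DAP lay between -22.6 and 9.67 except replicate 1, which lay at -61.

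The genes named in the genotype were examined first. CRWN1 transcripts were counted in every library, with 431 to 1554 counts each, and CRWN2 with 95 to 696 counts. CRWN1 (AT1G67230) had a mean of 116 ± 30.8 CPM in WT and 81.2 ± 32.6 CPM in crwn1/2 at 6 DAP, and 90.9 ± 16.7 CPM and 89.7 ± 20.6 CPM at 7 DAP (SD). Its log2 difference was -0.51 (SE 0.25, edgeR adjusted p 0.192) at 6 DAP, -0.02 (SE 0.22, adjusted p 0.962) at 7 DAP and 0.00 (SE 0.23, adjusted p 0.996) for crwn1/2 at 8 DAP against WT at 7 DAP. Without crwn1/2 6 DAP replicate 2 the difference at 6 DAP was -0.19 (edgeR adjusted p 0.668, within 0.103 to 0.668 on leaving out each library). CRWN2 (AT1G13220) had 69.9 ± 16 CPM in WT and 29.2 ± 6.91 CPM in crwn1/2 at 6 DAP, 41.3 ± 4.43 CPM and 27 ± 7.61 CPM at 7 DAP, and 20.1 ± 7.86 CPM in crwn1/2 at 8 DAP (SD). It was lower in crwn1/2 at 6 DAP, with a log2 difference of -1.26 (SE 0.28, edgeR adjusted p 0.00392), and in crwn1/2 at 8 DAP against WT at 7 DAP, with -1.03 (SE 0.26, adjusted p 0.01). At 7 DAP its log2 difference of -0.61 (SE 0.24, edgeR adjusted p 0.0618) did not pass the threshold, although all 5 crwn1/2 libraries were at or below 33 CPM and all 4 WT libraries at or above 34.8 CPM. The setting that moved this value most, chosen after seeing the data, had the share of reads outside features as a covariate and gave -0.37 (edgeR adjusted p 0.646), within a range of adjusted p of 0.037 to 0.646 over the alternatives for CRWN2 counts, crwn1/2 against WT at 7 DAP.

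**Figure D1:**
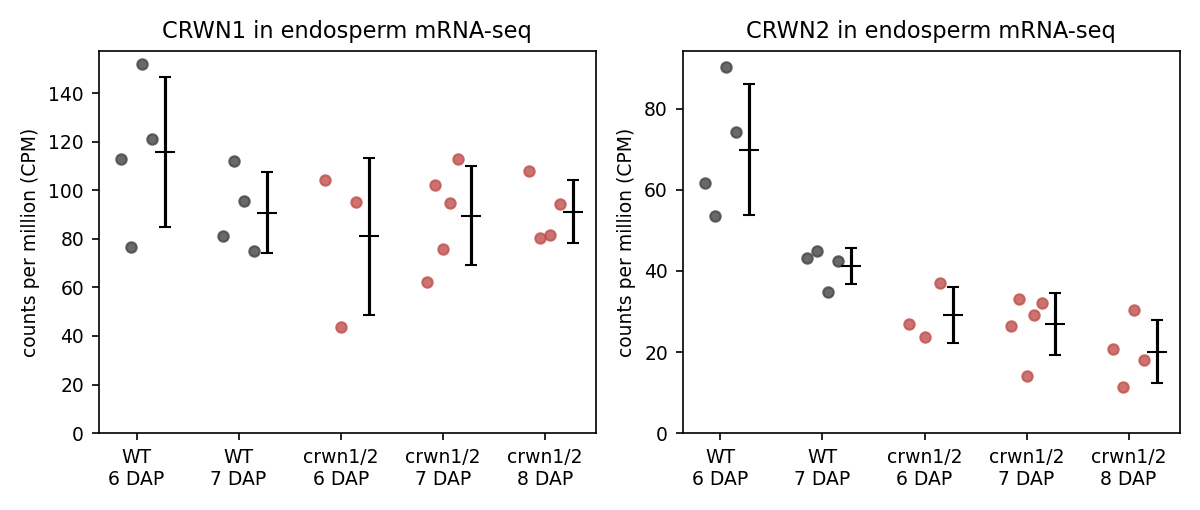
CPM of CRWN1 and of CRWN2 in each of the 20 endosperm mRNA libraries by genotype and day, with points for libraries and bars for the mean ± SD of a group. CRWN1 overlaps between genotypes, whereas CRWN2 lies at 23.7 to 36.9 CPM in crwn1/2 and 53.5 to 90.3 CPM in WT at 6 DAP.

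To ask how endosperm expression differed between genotypes on the same day, features past an adjusted p of 0.05 (edgeR, Benjamini-Hochberg) were counted. At 6 DAP there were 3122 such features, 1576 higher and 1546 lower in crwn1/2, of which 1967 differed by at least 2-fold. At 7 DAP there were 6034, with 2690 higher and 3344 lower and 3360 at 2-fold or more. Between crwn1/2 at 8 DAP and WT at 7 DAP there were 3442, with 1704 higher and 1738 lower and 1769 at 2-fold or more. The alternative that moved these counts most, chosen after seeing the data, took the share of reads outside features as a covariate and left 734 features at 7 DAP, 678 of them among the 6034. Single libraries also weighed on the counts. Without crwn1/2 6 DAP replicate 2 the count at 6 DAP was 1787, and without WT 7 DAP replicate 1 the count at 7 DAP was 3953. For crwn1/2 at 8 DAP against WT at 7 DAP it was 2279, 1932 and 2038 without crwn1/2 8 DAP replicates 1, 3 and 4.

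Transposable element features made up 1010 of the 3344 features lower in crwn1/2 at 7 DAP and 118 of the 2690 higher. Without WT 7 DAP replicate 1, the library with the highest share of counts in such features (2.03%), 593 were lower. Their median log2 difference was -1.02 at 7 DAP, against 0.06 for genes, -0.63 at 6 DAP and -0.92 for crwn1/2 at 8 DAP against WT at 7 DAP. They held 1.72 ± 0.266% of the counts in WT and 1.07 ± 0.0658% in crwn1/2 at 7 DAP (SD), a difference of -0.655 percentage points (exact two-sided permutation p 0.00794, the smallest possible with 4 against 5 libraries, adjusted 0.0476). The difference was -0.474 percentage points for crwn1/2 at 8 DAP against WT at 7 DAP (exact p 0.0286, adjusted 0.0858) and -0.238 percentage points at 6 DAP (exact p 0.0857, adjusted 0.147). The share of reads outside features was also lower in crwn1/2 at 7 DAP, with a difference of -1.02 percentage points (exact p 0.00794, adjusted 0.0476), with all 5 crwn1/2 libraries below all 4 of WT.

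Comparisons that share no library overlapped in their calls. The comparisons at 6 DAP and of crwn1/2 at 8 DAP against WT at 7 DAP had 992 features in common, against 435 expected for independent calls, and 931 of them changed in the same direction. Across features, which are not independent replicates, the Spearman correlation of their log2 differences was 0.423, against -0.003 in simulations with no effect. The comparisons at 6 and 7 DAP shared 1280 features (763 expected), 1195 in the same direction, with a correlation of 0.454 against -0.003 with no effect. The comparisons at 7 DAP and of 8 against 7 DAP use the same WT libraries. They shared 2267 features, 2265 in the same direction, with a correlation of 0.722 against 0.503 in simulations with no effect.

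At 6 DAP the features that rose most in crwn1/2 under the naming rule were AT2G21465, AT5G54220, MRD1 (AT1G53480) and AT2G36724, all with groups that did not overlap. MRD1 had 3.07 ± 1.08 CPM in WT and 80.1 ± 11.1 CPM in crwn1/2 (SD), a log2 difference of 4.70 (SE 0.3, edgeR adjusted p 9.2e-10). AT2G21465 had 0.463 ± 0.561 CPM in WT and 36.7 ± 31.6 CPM in crwn1/2 (SD) and a log2 difference of 6.23 (SE 1.2, edgeR adjusted p 0.00111). The log2 differences of AT5G54220 and AT2G36724 were 4.83 (SE 0.87, edgeR adjusted p 0.000554) and 4.46 (SE 1.1, adjusted p 0.00748). Without crwn1/2 6 DAP replicate 2, AT2G36724 gave 3.34 (edgeR adjusted p 0.0656), within 1.71e-06 to 0.0656 over the alternatives. The features that fell most were AT1G62070, RLP55 (AT5G45770), AT1G62000 and AT1G62220. AT1G62070 had 411 ± 149 CPM in WT and 0.659 ± 0.968 CPM in crwn1/2 (SD), a log2 difference of -9.19 (SE 0.71, edgeR adjusted p 9.18e-09). RLP55 had 245 ± 75.1 CPM and 0.817 ± 1.33 CPM (SD), a log2 difference of -8.23 (SE 0.65, edgeR adjusted p 1.4e-08). AT1G62000 and AT1G62220 differed by -6.44 (SE 0.59, edgeR adjusted p 1.12e-07) and -6.30 (SE 0.95, adjusted p 6.98e-05). The identifiers AT1G62000, AT1G62070, AT1G62220 and AT1G62225 lie close together on chromosome 1, and values of such neighbouring genes are uncertain where the counting could have split reads among similar copies.

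At 7 DAP the largest increases in crwn1/2 were those of AT2G21465, with a log2 difference of 7.53 (SE 1.5, edgeR adjusted p 0.000867), AT5G46877, with 6.82 (SE 1.4, adjusted p 0.00127), AT5G55132, with 6.58 (SE 1.4, adjusted p 0.00233), and AT5G63230, with 6.47 (SE 0.92, adjusted p 4.59e-05). AT2G21465 had 1136 counts over the 5 crwn1/2 libraries and 3 over the 4 WT libraries, a ratio of 225 per total count with a counting interval of 77 to 1090. AT5G46877 had 5 counts over the WT libraries. AT5G55132 did not pass the threshold with the share of reads outside features as a covariate (edgeR adjusted p 0.0514, within 4.06e-08 to 0.0514 over the alternatives). The largest decreases were those of AT1G62000, at 2170 ± 901 CPM in WT and 75.2 ± 47.5 CPM in crwn1/2 (SD) with a log2 difference of -4.84 (SE 0.41, edgeR adjusted p 7e-08), AT1G04560, with -4.65 (SE 0.71, adjusted p 0.000103), AT2G23400, with -4.30 (SE 0.56, adjusted p 1.52e-05), and the transposable element feature AT4TE08130, with -4.18 (SE 0.42, adjusted p 7.07e-07).

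For crwn1/2 at 8 DAP against WT at 7 DAP, the largest increases were those of AT5G63230, with a log2 difference of 6.07 (SE 0.93, edgeR adjusted p 0.000173), AT1G13609, with 5.52 (SE 0.65, adjusted p 8.21e-06), AT5G46877, with 5.20 (SE 1.4, adjusted p 0.0157), and SK3 (AT2G25700), with 4.99 (SE 0.7, adjusted p 6.32e-05). The largest decrease was that of AT4G11180, from 452 ± 91 CPM in WT to 36.8 ± 15.2 CPM in crwn1/2 (SD), with a log2 difference of -3.62 (SE 0.28, edgeR adjusted p 1.49e-08). AT5G57345 went from 44.8 ± 8.11 CPM to 4.11 ± 0.485 CPM (SD), a log2 difference of -3.45 (SE 0.25, edgeR adjusted p 6.73e-09). AT5G63225 differed by -3.40 (SE 0.28, edgeR adjusted p 4.01e-08) and the transposable element feature AT2TE81015 by -3.31 (SE 0.3, adjusted p 2.75e-07). AT5G63225 and AT5G63230 carry neighbouring identifiers and moved in opposite directions, and both are uncertain for the same reason as the genes on chromosome 1.

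Changes between days were tested within each genotype. In WT, 4950 features differed between 7 and 6 DAP, 2367 higher and 2583 lower at 7 DAP. In crwn1/2, 2769 features differed between 7 and 6 DAP (1623 higher, 1146 lower) and 976 between 8 and 7 DAP (548 higher, 428 lower). Without crwn1/2 6 DAP replicate 2 the count between 7 and 6 DAP in crwn1/2 was 1395. The count between 8 and 7 DAP was 458 without crwn1/2 7 DAP replicate 1, and 491, 473 and 515 without crwn1/2 8 DAP replicates 1, 3 and 4. With the share of reads outside features as a covariate it was 161. The calls in WT between days and those between 8 and 7 DAP in crwn1/2 shared 666 features (196 expected), 659 in the same direction, with a Spearman correlation across features of 0.501 against -0.002 with no effect. The calls in WT between days shared 1243 features (555 expected) with those between 7 and 6 DAP in crwn1/2, 1190 in the same direction, with a correlation of 0.391 against -0.002 with no effect. With the genotype comparison at 7 DAP, which uses the same WT libraries, they shared 2778 features (1209 expected), 2754 in opposite directions, with a correlation of -0.706 against -0.496 with no effect.

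The seed storage gene CRU3 (AT4G28520) rose most between days in WT, from 0.361 ± 0.0918 CPM to 1340 ± 948 CPM (SD), a log2 change of 11.81 (SE 1.1, edgeR adjusted p 2.51e-07), followed by AT1G62225 with 11.62 (SE 0.86, adjusted p 1.22e-08). AT1G27220 changed by -6.00 (SE 0.73, edgeR adjusted p 4.06e-06) and UBC31 (AT1G36340) by -5.68 (SE 0.75, adjusted p 1.13e-05). In crwn1/2 between 6 and 7 DAP, AT1G62220 changed by 10.45 (SE 0.92, edgeR adjusted p 3.81e-07) and AT5G05020 by 10.42 (SE 1.1, adjusted p 3.79e-06). AT5G05020 had 2 counts at 6 DAP and 6235 at 7 DAP, a ratio of 1730 per total count with a counting interval of 478 to 14300. LP1 (AT2G38540) went from 294 ± 213 CPM to 27 ± 24.6 CPM (SD), a log2 change of -3.46 (SE 0.53, edgeR adjusted p 0.000129), and HIS1-3 (AT2G18050) changed by -3.17 (SE 0.72, adjusted p 0.00468). Between 7 and 8 DAP in crwn1/2, AT1G04560 rose from 1.34 ± 0.877 CPM to 58.8 ± 24.8 CPM (SD), a log2 change of 5.43 (SE 0.72, edgeR adjusted p 0.000325), and TGG1 (AT5G26000) changed by 3.99 (SE 0.54, adjusted p 0.00035). AT1G27220 changed by -2.85 (SE 0.65, edgeR adjusted p 0.0125) and CER2 (AT4G24510) by -2.77 (SE 0.56, adjusted p 0.00613). AT1G27220 did not pass without crwn1/2 7 DAP replicate 1 (-2.05, edgeR adjusted p 0.0519) or crwn1/2 8 DAP replicate 3 (-2.60, adjusted p 0.0537), within 8.3e-05 to 0.227 over the alternatives. CER2 did not pass with the covariate (edgeR adjusted p 0.0992, within 1.58e-06 to 0.0992 over the alternatives).

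Whether the genotype effect itself differed between 7 and 6 DAP was tested as an interaction. It differed for 862 features (edgeR adjusted p under 0.05), 457 upward and 405 downward. The count was 536, 498 and 569 without WT 6 DAP replicates 1, 3 and 4, and 478 without crwn1/2 6 DAP replicate 2. The effect on RLP55 (AT5G45770) was higher at 7 than at 6 DAP by a log2 of 6.02 (SE 0.72, edgeR adjusted p 6.34e-05) and that on AT1G62070 by 5.56 (SE 0.76, adjusted p 0.000241). For STP14 (AT1G77210) the difference was -5.48 (SE 0.33, edgeR adjusted p 3.83e-10). STP14 had 11.7 ± 2.47 CPM in WT and 58 ± 9.52 CPM in crwn1/2 at 6 DAP, and 251 ± 50.1 CPM and 27.6 ± 10.2 CPM at 7 DAP (SD). For AT5G15780 the difference was -5.60 (SE 1.3, edgeR adjusted p 0.0206), with 6 counts in WT at 6 DAP. It did not pass without WT 6 DAP replicate 3 (-5.24, edgeR adjusted p 0.0521) or crwn1/2 6 DAP replicate 2 (-4.68, adjusted p 0.0933), within 0.000136 to 0.114 over the alternatives.

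The 8 fixed gene lists asked whether gene families tied to endosperm development, Polycomb repression, imprinting, reserve storage, defence and the seed coat moved as sets. Of the 24 tests, 8 had an adjusted p under 0.05 (camera, Benjamini-Hochberg). With an estimated correlation in place of the preset one, the setting that moved this count most, 0 passed, with adjusted p from 0.191 to 0.942 and 5 at an unadjusted p under 0.05. Under fry, 7 of the 8 passed, the exception being seed storage genes at 6 DAP (adjusted p 0.275). Without a filter on low counts 15 of the 24 passed, and the 7 gained were paternally expressed genes at 6 DAP (camera adjusted p 0.00363), PRC2 subunits at 7 DAP (0.0413), type I MADS-box genes at 7 DAP (0.0113) and for 8 against 7 DAP (0.0259), maternally expressed genes at 7 DAP (0.0178), and seed storage genes (0.0125) and seed coat markers (0.0199) for 8 against 7 DAP. Of the 67 calls of list members over the 3 comparisons, 28 passed under every alternative run and 32 on leaving out each library in turn. The 16 type I MADS-box genes tested had a median log2 difference of 3.58 at 6 DAP (camera adjusted p 2.89e-05, 1.37e-08 to 0.219 over the alternatives), with 15 of 16 higher in crwn1/2, 11 past the threshold over all features and 14 adjusted over the list alone. The median was 3.53 with AGL45 and AGL96, which had 1 and 3 counts in WT, set at the lower limit of their counting intervals of 26.7 to 6010 and 4.97 to 78.4 around ratios of 151 and 15.5. Their median was 1.94 at 7 DAP (camera adjusted p 0.0803, with 5 genes higher and 5 adjusted over the list alone) and 1.16 for crwn1/2 at 8 DAP against WT at 7 DAP (adjusted p 0.0879, with 2 higher and 1 lower and 4 adjusted over the list alone). The test at 7 DAP passed without crwn1/2 7 DAP replicate 1, 2 or 3 (camera adjusted p 0.0384, 0.0353 and 0.0369, within 0.0113 to 0.692 over the alternatives). PHE1 rose by 4.45, 5.29 and 5.29 in the 3 comparisons (edgeR adjusted p 0.00709, 0.00343 and 0.00633) and its paralog PHE2 by 5.60, 4.28 and 3.33 (adjusted p 0.000821, 0.00327 and 0.0263). The others higher at 6 DAP were AGL35 (5.50), AGL40 (4.68), AGL90 (3.81), AGL92 (3.57), AGL86 (3.49), AGL36 (3.16) and AGL62 (1.53), besides AGL45 and AGL96. At 7 DAP they were AGL35 (4.87), AGL40 (3.78) and AGL87 (0.42), and the gene lower for 8 against 7 DAP was AGL46 (-2.57). Values of the pair PHE1 and PHE2 are uncertain where reads of the copies were not separated.

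Seed storage and oil body genes had a median log2 difference of -1.71 at 7 DAP (camera adjusted p 0.000289, 1.93e-05 to 0.48 over the alternatives), with 8 of 10 past the threshold and lower, and 10 adjusted over the list alone. These were CRU3 (-3.05), SESA4 (-2.47), SESA5 (-2.40), CRB (-2.15), OLEO1 (-1.75), SESA3 (-1.66), SESA2 (-1.50) and OLEO2 (-1.25). At 6 DAP their median was -1.0 (camera adjusted p 0.0432, 0.0117 to 0.729 over the alternatives), with SESA3 (-2.11), OLEO1 (-1.47) and OLEO2 (-1.46) lower and 3 adjusted over the list alone. That call was lost without WT 6 DAP replicate 2, 3 or 4 (camera adjusted p 0.0525, 0.0621 and 0.0775) and without crwn1/2 6 DAP replicate 2 (adjusted p 0.423). For crwn1/2 at 8 DAP against WT at 7 DAP the median was 0.48 (camera adjusted p 0.225), with 0 members past the threshold over all features, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05. Seed coat markers had a median of 1.31 at 6 DAP (camera adjusted p 2.89e-05, 4.34e-09 to 0.198 over the alternatives), with 5 of 8 higher and 6 adjusted over the list alone. At 7 DAP the median was 0.97 (camera adjusted p 0.00268, 3.33e-06 to 0.325 over the alternatives), with 5 of 8 higher and 5 adjusted over the list alone. For 8 against 7 DAP it was 0.28 (camera adjusted p 0.432), with 3 higher and 2 lower and 6 adjusted over the list alone. BAN differed by 1.46, 1.50 and 0.67, TT3 by 1.34, 2.46 and 1.50 and TT18 by 1.27, 2.14 and 0.92 in the 3 comparisons. STK was higher at 6 and 7 DAP (1.65 and 0.88), TT12 at 6 DAP (2.30) and TT4 at 7 DAP (0.78), while TT10 and TT16 were lower for 8 against 7 DAP, with -0.56 and -1.40. The markers were not absent from WT, and the most abundant, BAN and TT10, had 158 and 519 CPM there at 7 DAP.

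Paternally expressed imprinted genes had medians of 1.04 at 6 DAP (camera adjusted p 0.0864, 0.00363 to 0.219 over the alternatives, 4 of 9 higher, 6 adjusted over the list alone), 0.70 at 7 DAP (adjusted p 0.0359, 4 of 9 higher, 4 adjusted over the list alone) and 0.94 for 8 against 7 DAP (adjusted p 0.0359, 5 of 9 higher, 5 adjusted over the list alone). The test at 6 DAP passed under fry (adjusted p 0.00418) and without the filter. The call at 7 DAP was lost without WT 7 DAP replicate 3 or crwn1/2 7 DAP replicate 4 (camera adjusted p 0.0525 and 0.0507, within 3.89e-05 to 0.191 over the alternatives). The call for 8 against 7 DAP was lost without WT 7 DAP replicate 2 or 3 or crwn1/2 8 DAP replicate 1 (camera adjusted p 0.0507, 0.0618 and 0.0789, within 0.000158 to 0.191 over the alternatives). HDG3 differed by 1.04, 2.54 and 1.22 in the 3 comparisons, and PHE1 passed in all 3 as well. The others were AGL92 and SUVH7 at 6 DAP (3.57 and 2.21), PKR2 (1.11 and 1.29) and VIM5 (0.61 and 0.65) at 7 DAP and for 8 against 7 DAP, and YUC10 in the last (1.21). Maternally expressed imprinted genes had a median of 1.82 at 6 DAP (camera adjusted p 0.0405, 4 of 7 higher, 4 adjusted over the list alone), which was lost without WT 6 DAP replicate 3 or 4 or crwn1/2 6 DAP replicate 2 (adjusted p 0.0545, 0.0803 and 0.197, within 0.00177 to 0.325 over the alternatives). Their medians were 1.27 at 7 DAP (camera adjusted p 0.225, 3 higher, 5 adjusted over the list alone) and 0.17 for 8 against 7 DAP (adjusted p 0.873), with 0 past the threshold over all features, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05. The members higher were FWA (1.97 and 1.80) and HDG8 (3.25 in both) at 6 and 7 DAP, MEA (1.82) and AGL36 (3.16) at 6 DAP and SDC (1.83) at 7 DAP. PHE1 and AGL92 are in both the MADS-box and the paternal list, AGL36 in the MADS-box and the maternal list, and MEA and FIS2 in the PRC2 and the maternal list.

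The other lists did not pass with the filter. PRC2 subunits had medians of -0.03, -0.02 and 0.03 in the 3 comparisons (camera adjusted p 0.932 in each), with 1, 1 and 2 members past the threshold over all features and 1, 1 and 3 adjusted over the list alone. MEA was higher at 6 DAP by 1.82 (edgeR adjusted p 0.0222), and FIE was higher at 7 DAP by 0.80 (adjusted p 0.000356) and for 8 against 7 DAP by 0.84 (adjusted p 0.000557), where MSI1 was lower, with a log2 difference of -0.50 (adjusted p 0.0383, 0.00886 to 0.3 over the alternatives). Of 9 genes of salicylic acid and defence, 4 were tested, with medians of -0.44, -0.40 and -0.18 (camera adjusted p 0.727, 0.688 and 0.932). Of these, 0, 1 and 0 were past the threshold over all features, adjusted over the list alone and at an unadjusted p under 0.05 alike. The gene past the threshold was CBP60g at 7 DAP, with a log2 difference of -2.08 (edgeR adjusted p 0.0259, 0.0174 to 0.619 over the alternatives). The CRWN family had medians of -0.29, 0.20 and 0.08 (camera adjusted p 0.225, 0.823 and 0.932), with 1 member past the threshold in each comparison and 1, 3 and 1 adjusted over the list alone. The member past the threshold was CRWN2, lower, at 6 DAP and for 8 against 7 DAP, and CRWN3, higher by 0.47 (SE 0.16, edgeR adjusted p 0.0351), at 7 DAP.

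To place the mutant libraries on the WT day axis, a score was built from 2107 features higher and 2096 lower at 7 than at 6 DAP in a fit of the 8 WT libraries alone, of which 215 and 131 were transposable element features. The mean score was -1.38 ± 0.16 in WT at 6 DAP and 1.25 ± 0.47 in WT at 7 DAP (SD). In crwn1/2 it was -1.69 ± 0.28 at 6 DAP, -0.40 ± 0.43 at 7 DAP and 0.63 ± 0.09 at 8 DAP (SD). Each WT library was scored with features chosen without it and crwn1/2 with the full set. With features chosen without WT 7 DAP replicate 1, 2, 3 or 4, the mean of crwn1/2 at 7 DAP was 0.14, -0.15, -0.76 and -0.05. Those WT libraries scored 1.75, 1.52, 0.72 and 1.00, above the mean of crwn1/2 at 7 DAP on the same features in each case. On these features the mean of crwn1/2 at 8 DAP was 1.19, 0.98, 0.30 and 1.05, the last of them above WT 7 DAP replicate 4. The tests against WT below compare scores on unlike features, so their differences and p-values are not like for like. At 7 DAP crwn1/2 lay below WT by a difference of -1.65 (exact two-sided permutation p 0.00794, the smallest possible, 0.0238 adjusted over 6 tests), with all 5 libraries below all 4 of WT. It lay above WT at 6 DAP by 0.98 (exact p 0.0159, adjusted 0.0268). This difference did not pass without WT 6 DAP replicate 1, 2 or 3 (exact p 0.0893, 0.0714 and 0.143). The score rose in crwn1/2 by 1.29 from 6 to 7 DAP (exact p 0.0179, the smallest possible, adjusted 0.0268) and by 1.03 from 7 to 8 DAP (exact p 0.00794, the smallest possible, adjusted 0.0238). The rise from 6 to 7 DAP did not pass without crwn1/2 7 DAP replicate 2, 3, 4 or 5 (exact p 0.0571). The differences of -0.31 at 6 DAP (exact p 0.143, adjusted 0.143) and of -0.62 between crwn1/2 at 8 DAP and WT at 7 DAP (exact p 0.0571, adjusted 0.0685) did not pass. The latter passed without WT 7 DAP replicate 1 or 3 (-0.39 and -0.77, exact p 0.0286). Without WT 7 DAP replicate 2 or 4 it was -0.31 and -0.50 (exact p 0.343 and 0.286). The difference at 6 DAP ranged from -0.77 without WT 6 DAP replicate 1 to -0.22 without crwn1/2 6 DAP replicate 2 (exact p 0.1, the smallest possible, and 0.333). With the 200 features of smallest p, the setting that moved the score most, it was -1.32 at 6 DAP (exact p 0.0857) and -3.35 at 7 DAP (exact p 0.00794) for developmental score, crwn1/2 7DAP minus WT 7DAP. On annotated genes only, a setting chosen after seeing the data, the difference was -0.14 at 6 DAP (exact p 0.371), -1.43 at 7 DAP (exact p 0.00794) and -0.42 between crwn1/2 at 8 DAP and WT at 7 DAP (exact p 0.0286, the smallest possible).

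**Figure D2:**
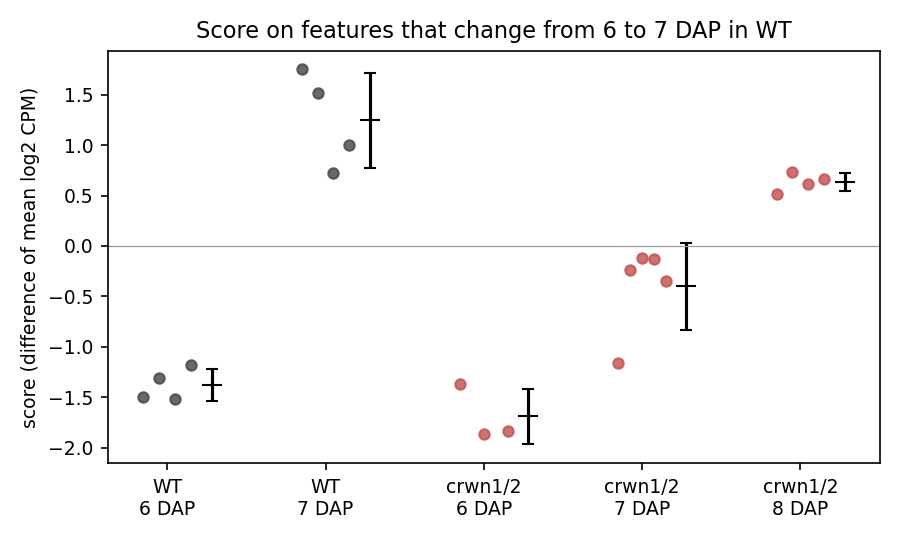
Developmental score (mean log2 CPM of features higher minus that of features lower at 7 than 6 DAP in WT) of each of the 20 mRNA libraries by group, with points for libraries and bars for the mean ± SD. The crwn1/2 libraries of 7 DAP, at -1.16 to -0.12, lie below the WT libraries of 7 DAP, at 0.72 to 1.75.

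To ask whether the genotype altered the extent of H3K27me3, the length covered by the authors' peaks was compared in each tissue. In endosperm, peaks covered 24.9 ± 1.36 Mb in WT and 20.3 ± 3.09 Mb in crwn1/2 (SD), a log2 ratio of -0.29 (exact two-sided permutation p 0.1, the smallest possible with 3 against 3 lists, 0.15 adjusted over 3 tests). Without endosperm crwn1/2 replicate 2, the list with the fewest reads in peaks, the log2 ratio was -0.17. In leaf they covered 23.2 ± 0.236 Mb and 24.2 ± 2.52 Mb (SD), a log2 ratio of 0.06 (exact p 0.4, adjusted 0.4). The mean number of peaks was 5518 ± 144 and 5422 ± 89.0 in endosperm and 4273 ± 126 and 4283 ± 386 in leaf (SD). The log2 ratios of the tissues differed by -0.35 (exact permutation p 0.035 over 400 labelings, smallest possible 0.005), which did not pass after adjustment (0.105). In 9 of the 12 sets that left out 1 list the unadjusted p did not pass 0.05 either, and it passed only without endosperm crwn1/2 replicate 1 or 3 (exact p 0.03) or leaf crwn1/2 replicate 3 (exact p 0.005). It moved most with a log2 enrichment of at least 1, to -0.15 (exact p 0.705), where the log2 ratio was -0.22 in endosperm and -0.07 in leaf. Reads in peaks were unequal in endosperm, with 2.41 ± 0.361 M reads in peaks in WT and 1.08 ± 0.543 M in crwn1/2 (SD), or 89.9 to 107 and 30.7 to 72.1 reads per kb. In leaf there were 3.56 ± 0.257 M and 3.04 ± 0.242 M (SD).

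**Figure D3:**
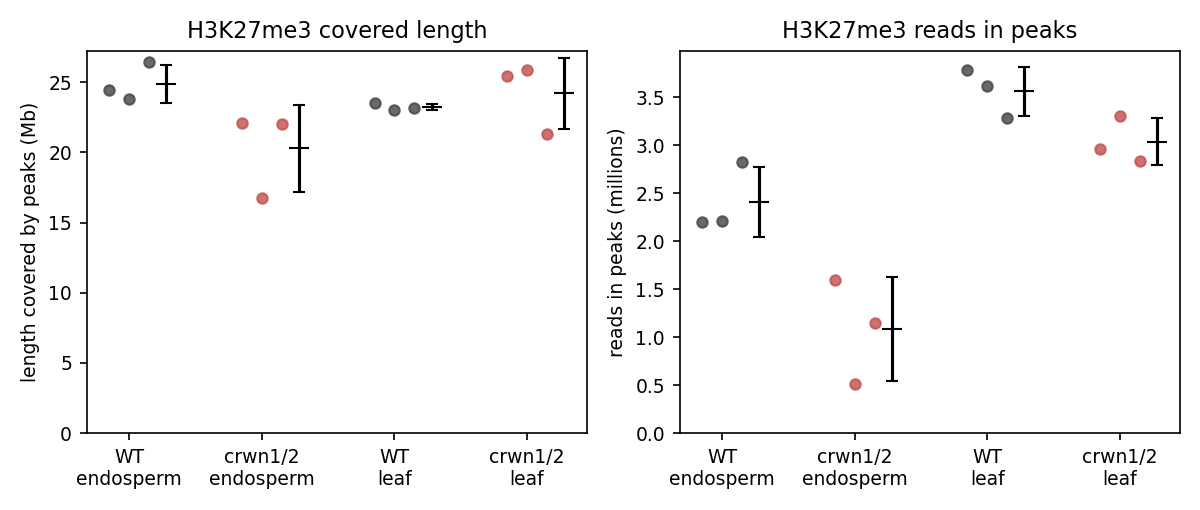
Length covered by H3K27me3 peaks (Mb) and reads in peaks (M) for each of the 12 lists by tissue and genotype, with points for lists and bars for the mean ± SD. Endosperm crwn1/2 lists hold 0.514 to 1.59 M reads in peaks and leaf lists 2.84 to 3.79 M.

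In endosperm, 1151 kb were covered in all 3 WT lists and in no crwn1/2 list (lost), and 105 kb were covered in the converse way (gained). The lost length made up 6.26% of the 18.4 Mb covered in all 3 WT lists. The sum of both was larger than in any of the other 9 splits of the 6 lists, the next of which gave 386 kb, and 1 of 10 is the smallest share that 3 against 3 lists can give. Of the 20 labelings behind these splits, 1 gave a length as large as that lost, but 13 gave one as large as that gained. The gained length by itself was therefore not unusual for these lists. The lost length lay in 1623 regions with a median of 450 bp and the gained length in 203 with a median of 300 bp. In leaf, 208 kb were lost, 1.03% of the 20.2 Mb covered in all 3 WT lists, and 136 kb gained, and 3 of the 10 splits gave a sum as large as 344 kb. Without leaf crwn1/2 replicate 3 the balance reversed, with 377 kb lost and 1303 kb gained. On leaving out any other leaf list the lost length stayed above the gained length. The longest regions are given on the coordinates of the peak lists, whose build was not named. In endosperm the longest lost regions were on chromosome 5 from 8257351 to 8264400 and on chromosome 1 from 9194551 to 9200100, and the longest gained were on chromosome 3 from 9012001 to 9014700 and on chromosome 4 from 11820301 to 11822250. In leaf the longest lost regions were on chromosome 4 from 11116651 to 11121000 and from 12186151 to 12190200, and the longest gained were on chromosome 2 from 19179301 to 19182000 and on chromosome 4 from 5804701 to 5807100. What genes lie there was not examined.

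The similarity of peak lists was measured as the Jaccard index of base pairs. In endosperm it averaged 0.695 between WT lists, 0.57 between crwn1/2 lists and 0.587 between genotypes. In leaf it averaged 0.839, 0.759 and 0.781. The mean within genotypes exceeded that between genotypes by 0.0458 in endosperm (exact p 0.1, the smallest possible, 0.2 adjusted over both tests) and by 0.0178 in leaf (exact p 0.3, adjusted 0.3). The endosperm value was 0.015, 0.0193 and 0.0094 without WT replicate 1, 2 and 3 (exact p 0.4, 0.3 and 0.4). Across the 36 pairs of an endosperm and a leaf list the index averaged 0.523, from 0.454 to 0.572.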

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

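Here the tests of depth for WT 6 DAP replicate 3, of reads outside features and of depth for crwn1/2 7 DAP replicate 1, of another name for that library, and of depth for the difference between days were chosen after the result was seen. The alternatives that used a covariate or trimmed peak lists were also chosen then. Each library was compared with the others of its group over 84 combinations of a group and a measure, and 3 stood apart, where about 4.2 would by chance (1 in 20), so the number by itself shows no pattern.

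WT 6 DAP replicate 3 had 35720 features with a count, against 42980 to 44367 in the other 3 libraries of its group. Its total of 7818548 counts was the lowest of the group. With the other 3 libraries thinned to that total they still had 42253 to 43877 features with a count, which argues against depth as the cause. A lower number of distinct molecules before amplification is a candidate explanation that these counts cannot address, because PCR copies were not marked. No label sets this library apart from the others of its group, so no biological explanation was tested. Without this library the difference between days had 498 features past the threshold in place of 862.

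In crwn1/2 7 DAP replicate 1 transposable element features held 0.9505% of the counts, against 1.09% to 1.10% in the other 4 libraries. The share of reads outside features was 4.10% in this library and at least 4.36% in the others. At a common share of reads outside features, with the slope taken within the other 4 groups, its share would be 1.11%, inside the 0.981% to 1.14% of the others. This is consistent with both shares moving together in this library, without saying what moves them.

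The same library had a developmental score of -1.16, against -0.35 to -0.12 in the other 4. On the first principal component it lay at -61, between WT at 6 DAP (-49.2 to -18.8) and crwn1/2 at 6 DAP (-126 to -79.8). On the second component it lay at -0.42, nearer to crwn1/2 of that day (-13.5 to -7.13) than to WT (58.0 to 66.7). Its total of 9.22 M counts lies inside the range of the others, 7264619 to 14359413 counts, which argues against depth. A library of crwn1/2 at 6 DAP under another name would lack the features that mark the later day. Over 8 features under 1 CPM in each 6 DAP mutant library and above 10 CPM in each of the other 4 libraries, its median was 5.75 CPM, against 76.7 CPM in those 4 and 0.153 CPM at 6 DAP, and all 8 were above 1 CPM. A swap with a 6 DAP mutant library would leave 1 of those inside the range of the 7 DAP libraries, but their highest score was -1.37. Seeds of an earlier stage in this library may account for its place and stay open, since no label gives the stage of single samples. A mixture with earlier nuclei would place it in the same way. Without this library, 458 features in place of 976 differed between 8 and 7 DAP in crwn1/2.

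The genotype effect differed between 7 and 6 DAP for 862 features by the interaction test of edgeR. Of 50 splits drawn from 4410 that keep the group sizes, the real split included, 1 gave as many, and the largest of the others gave 192. These splits mix the genotypes within each day, so they remove the genotype effect itself as well as its difference between days. They therefore cannot tell a differing effect from an equal effect on both days. With every library thinned to a common total, 827 features differed, which argues against a difference in depth. With the share of reads outside features as a covariate, 143 differed, and that share separates the genotypes at 7 DAP. A shift of the mutant along the time course may produce such differences without any change in what the genotype does on a given day, and the correlation of 0.568 between changes over time in the genotypes leaves this open.

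Among single genes the interaction was 6.02 for RLP55 and 5.56 for AT1G62070, both nearly absent in crwn1/2 at 6 DAP and less reduced at 7 DAP. It was -5.6 for AT5G15780 and -5.48 for STP14, which both rose between 6 and 7 DAP in WT. In crwn1/2, AT5G15780 did not change past the threshold between those days and STP14 changed in the opposite direction, by a log2 of -1.07 (edgeR adjusted p 0.0027). RLP55, AT1G62070 and STP14 kept an edgeR adjusted p under 0.05 under each alternative run. For AT5G15780 the covariate gave -5.37 (edgeR adjusted p 0.114), leaving out WT 6 DAP replicate 3 gave -5.24 (adjusted p 0.0521) and leaving out crwn1/2 6 DAP replicate 2 gave -4.68 (adjusted p 0.0933), within 0.000136 to 0.114 over the alternatives. Reads shared with similar copies might affect AT1G62070, and the counts cannot separate them. STP14 was higher in crwn1/2 than in WT at 6 DAP, with 58 against 11.7 CPM, which argues against a later rise alone for this gene. An effect of the genotype that differs between days stays open for all 4 genes.

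The log2 ratio of covered H3K27me3 length differed between tissues by -0.354 (exact permutation p 0.035), which did not pass after adjustment over 3 tests (0.105). Endosperm crwn1/2 lists rested on 0.514 to 1.59 M reads in peaks and endosperm WT lists on 2.20 to 2.83 M. At a log2 enrichment of at least 1 the difference was -0.154 (exact permutation p 0.705). Most of that change came from leaf, where the log2 ratio went from 0.06 to -0.071, while in endosperm it went from -0.294 to -0.224. The median enrichment of a list was 0.85 to 0.86 in endosperm WT and 0.73 to 1.23 in endosperm crwn1/2, highest in replicate 2. In leaf it was 1.32 to 1.35 in WT and 1.03 to 1.34 in crwn1/2. A fixed cut thus removed unlike shares of the lists, so this setting says little about weak regions. Fewer reads in the endosperm crwn1/2 libraries and an effect of the genotype on endosperm both stay open. The total depth of the libraries is not known from the lists, and depth and genotype go together in endosperm.

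Peaks on the plastid chromosome appeared in 11 of the 12 lists, with 2 peaks in each, and not in leaf crwn1/2 replicate 1. Peaks on the mitochondrial chromosome appeared in 3 of these lists, endosperm crwn1/2 replicate 1, endosperm WT replicate 2 and leaf crwn1/2 replicate 3, with 4 to 5 peaks in each. Both kinds together covered 102 to 199 kb in the 11 lists, and both occur in both genotypes and tissues. In 7 of the 11 lists their median log2 enrichment was below that of nuclear peaks, so background from abundant organelle DNA and real enrichment cannot be told apart. With 2 such peaks in most lists the median rests on few values. No biological explanation was tested.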

How the results depend on the processing

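Chosen after the data were seen were the fits and the score on annotated genes only, the fits with the share of reads outside features as a covariate, and the peak lists trimmed to a common covered length. Of 192 values of the main comparisons under settings other than leaving out a library, 154 kept their direction and their side of the threshold or stayed within 1.5 times, 16 moved, 8 reversed, 7 passed the threshold only under the setting and 7 only without it. On leaving out 1 library, 183 of 243 stayed so, 33 moved, 9 reversed, 2 came to pass and 16 ceased to. Where no cause is given, the cause was not tested.

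Without a filter, 57973 features were tested. The median log2 difference over all of them was then -0.13 at 6 DAP, -0.46 at 7 DAP, -0.30 for crwn1/2 at 8 DAP against WT at 7 DAP and 0.31 between days in WT, so directions are relative to these shifts. The count at 7 DAP rose from 6034 to 10105, of which 4606 were among the 6034, and that of the difference between days from 862 to 1423. The higher and lower features became 3126 and 1242 in place of 1704 and 1738 for 8 against 7 DAP, 1637 and 3368 in place of 2367 and 2583 between days in WT, and 966 and 457 in place of 457 and 405 for the difference between days. CRWN1 at 7 DAP became 0.206 in place of -0.02. Of the list tests 15 passed in place of 8, and medians changed sign to 0.032 for PRC2 subunits at 6 DAP, 0.198 for PRC2 subunits at 7 DAP (camera adjusted p 0.0413, within 0.0413 to 0.992 over the alternatives) and 0.056 for salicylic acid and defence at 6 DAP. TT10 at 7 DAP became 0.061 in place of -0.17. Genes with few counts enter here, which changes the number tested and the scaling.

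With the share of reads outside features as a covariate, 734 features differed at 7 DAP, 2539 between days in WT, 161 between 8 and 7 DAP in crwn1/2 (117 higher and 44 lower in place of 548 and 428) and 143 in the difference between days. CRWN1 was -0.402 at 7 DAP in place of -0.02 (edgeR adjusted p 0.545), and -0.162 for 8 against 7 DAP. DESeq2's Wald test gave 1557 features between 8 and 7 DAP and 1523 in the difference between days, with 1438 and 3352 adjusted p not given. CRWN1 for 8 against 7 DAP, at 0.00, was -0.008 with DESeq2 size factors and with the Wald test, -0.022 on annotated genes only and -0.032 with only the 2 groups compared. CRWN2 at 7 DAP passed the threshold with DESeq2 size factors (-0.652), the Wald test (-0.652), thinned libraries (-0.636), annotated genes only (-0.657) and only the 2 groups compared (-0.657), with edgeR or DESeq2 adjusted p of 0.037 to 0.0497, and up to 0.646 over all its alternatives. With an estimated correlation 0 list tests passed in place of 8, none with an adjusted p under 0.191 and 5 with an unadjusted p under 0.05. With a prior count of 0.5 the score of crwn1/2 at 8 DAP minus WT at 7 DAP was -0.668 (exact p 0.0286), and on annotated genes only it was -0.419 (exact p 0.0286).

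Replicate numbers did not pair the libraries: deviations of libraries with the same number correlated by -0.197 to 0.14 for mRNA and -0.059 to 0.043 for peaks. With the replicate number as a block, the difference between days had 488 features, CRWN1 for 8 against 7 DAP was -0.009 and the PRC2 median at 7 DAP 0.01. Paired by number, score differences were -1.662 for crwn1/2 7 DAP minus WT 7 DAP, 0.964 for crwn1/2 7 DAP minus WT 6 DAP and 1.044 for crwn1/2 8 minus 7 DAP (exact p 0.125 each, the smallest possible), 1.184 for crwn1/2 7 minus 6 DAP and -0.359 for the tissue difference of covered length (exact p 0.25 each, the smallest possible). These designs could not pass 0.05. Of the 8 list calls 7 stayed past the threshold with the block, seed storage genes at 6 DAP did not (camera adjusted p 0.0581, within 0.0117 to 0.729 over the alternatives), and paternally expressed genes at 6 DAP came to pass (0.0447, within 0.00363 to 0.219). Of the 40 named-gene results, the difference between days for AT5G15780 did not pass with the block (-5.18, edgeR adjusted p 0.067, within 0.000136 to 0.114 over the alternatives).

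For peaks, a log2 enrichment of at least 1 gave a tissue difference of -0.154 (exact p 0.705), a leaf ratio of -0.071, 618.6 kb lost in endosperm, and 320.55 kb lost and 49.95 kb gained in leaf. Peaks of at least 1 kb gave a tissue difference of -0.36 (exact p 0.055). Lists trimmed to a common covered length gave 502.8 kb lost and 362.85 kb gained in endosperm.

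Leaving out each library in turn gave 1787 to 3212 features at 6 DAP, 3953 to 5744 at 7 DAP, 1932 to 3650 for 8 against 7 DAP, 3558 to 4688 between days in WT, 1395 to 3392 between 7 and 6 DAP and 458 to 1215 between 8 and 7 DAP in crwn1/2, and 478 to 990 for the difference between days. The lowest counts came without crwn1/2 6 DAP replicate 2 (1787, 1395 and 478), WT 7 DAP replicate 1 (3953), crwn1/2 8 DAP replicate 3 (1932) and crwn1/2 7 DAP replicate 1 (458). CRWN1 ranged from -0.712 to -0.192 at 6 DAP, from -0.112 to 0.095 at 7 DAP and from -0.075 to 0.112 for 8 against 7 DAP. The scores ranged from -0.767 to -0.223 (crwn1/2 6 DAP minus WT 6 DAP), -0.771 to -0.311 (crwn1/2 8 DAP minus WT 7 DAP), 0.741 to 1.167 (crwn1/2 7 DAP minus WT 6 DAP) and 1.2 to 1.484 (crwn1/2 7 minus 6 DAP). Medians that changed sign ranged from -0.065 to 0.034, -0.147 to 0.049 and -0.018 to 0.092 for PRC2 subunits in the 3 comparisons, -0.797 to 0.01 and -0.463 to 0.13 for salicylic acid and defence at 7 DAP and for 8 against 7 DAP, and -0.135 to 0.517 for maternally expressed genes in the latter. From 6 to 9 of the 24 list tests passed. The tissue difference ranged from -0.438 to -0.233, the log2 ratio of covered length from -0.36 to -0.173 in endosperm and 0.01 to 0.144 in leaf, and the similarity from 0.0094 to 0.0862 in endosperm and -0.0061 to 0.0642 in leaf. Endosperm lengths ranged from 1537.8 to 2040 kb lost and 180.45 to 583.65 kb gained, and leaf lengths from 292.5 to 399.6 kb lost and 196.05 to 1302.75 kb gained, all above the values with every list because fewer lists have to be alike. The highest gains came without endosperm crwn1/2 replicate 2 and leaf crwn1/2 replicate 3. Only without the latter did the length gained exceed the length lost.

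Of 709 values of the 40 named-gene results under all settings, 699 stayed past the threshold in their direction, 10 in 5 results ceased to pass and 0 reversed. Over the 183 comparisons of list members, 149 values reversed, 89 of them on leaving out a library, and 0 of these belonged to the 67 comparisons past the threshold. Alternatives for the location of H3K27me3, for the genes that lost or gained it and for their expression were not run. The endosperm crwn1/2 lists rest on the fewest reads in peaks, 513627 in the lowest. Whether total depth limits them is not known, because the lists do not give it and a loss of H3K27me3 would also lower reads in peaks.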

Other observations

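Here the within-group correlation of shares, the correlation of changes over time, the seed coat test, the count of features that separate all libraries of the genotypes and both tests on leaf crwn1/2 replicate 3 were chosen after the result was seen, as were the covariate and the trimmed peak lists. The reading of the tests on matched genes and on the covariate as undecided was also settled after their values were known.

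Label splits were run for every count of changed features, the real split included. For crwn1/2 against WT at 6 DAP, crwn1/2 at 8 DAP against WT at 7 DAP and the days in WT, 1 of 35 splits gave as many features as the real one, and the largest of the others gave 353, 315 and 4. For 7 against 6 DAP in crwn1/2 it was 1 of 56 (largest other 1149). For crwn1/2 against WT at 7 DAP and for 8 against 7 DAP in crwn1/2 it was 1 of 100 splits drawn from 126 (largest other 3420 and 232). The median of the other splits was 0 in each.

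Transposable element features were lower in crwn1/2 at 7 DAP, with a median log2 change of -1.02 and 1010 features called lower. Without WT 7 DAP replicate 1, which had the highest share of counts in these features (2.03%), the median was -0.79 and 593 were called lower. After thinning of every library to a common total the median was -0.87, against 0.04 for genes, which argues against depth. Genes matched on mean expression, 1960 distinct ones, had a median of -0.34. They have transcripts of their own, so background would lower them less, and this comparison does not decide. With the share of reads outside features as a linear covariate the median was -0.61, against 0.04 for genes, and features called lower went from 1010 to 30. The covariate and the genotype cannot be told apart at 7 DAP, because the share was 4.87% to 6.01% in WT and 4.10% to 4.74% in crwn1/2. Within groups, over the 20 libraries, deviations of the share of reads outside features and of the share of counts in transposable element features correlated with a Pearson r of 0.926 and a Spearman rho of 0.922 (permutation p 1e-05 each, the smallest possible), and r was 0.918 without the 2 libraries farthest from the median. At a common share of reads outside features the difference at 7 DAP was -0.233 percentage points in place of -0.655. Reads from outside annotated genes, from genomic DNA or unspliced transcripts, may thus account for part of the lower transposable element counts. Lower transcription of these elements in crwn1/2 stays open for the rest.

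The mutant libraries of 7 DAP lay below those of WT on the WT day axis. The change from 6 to 8 DAP in crwn1/2 and that from 6 to 7 DAP in WT, which share no library, correlated across features with a Spearman rho of 0.568, against -0.001 in simulations with no effect. Endosperm that develops in the direction of WT would give a positive correlation, delayed or not, so this value does not test a delay. Given the lower scores at 7 DAP, a delay of endosperm development in crwn1/2 stays open. Such a delay would not account for every difference. The crwn1/2 libraries of 7 and 8 DAP had scores of -1.16 to 0.73, between or at the edge of those of WT at 6 DAP (-1.51 to -1.18) and at 7 DAP (0.72 to 1.75). The features were chosen again for each WT library but not for crwn1/2, so the edges are not compared like for like. With features chosen without WT 7 DAP replicate 1, 2, 3 or 4, the mean of crwn1/2 at 8 DAP was 1.19, 0.98, 0.30 and 1.05. A shift along this axis would place these crwn1/2 libraries between the WT days for a feature moving in a single direction between the days. For 222 features, 90 higher and 132 lower, all 12 crwn1/2 libraries lay on one side of all 8 WT libraries, against at most 4 features in 99 other splits drawn of the 20 libraries. Features that do not move in a single direction between the days were not told apart. Features changed in the same direction in all 3 genotype comparisons numbered 699, with 318 higher and 381 lower.

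Genes of this set of 699 features were not concentrated directly next to the mutated genes. Of the 200 tested genes that lie next to CRWN1 and CRWN2 in the order of the reference table, 50 on each side of each, 6 were among them (3%), against 2.81% of other genes (one-sided Fisher exact p 0.495). Linked sequence within these windows therefore does not account for the set as a whole. Differences between the parental strains farther from CRWN1 and CRWN2 were not tested and stay open.

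CRWN1 transcripts were not lower in crwn1/2 beyond the spread between libraries, and CRWN2 transcripts were lower but counted in every library. The labels do not describe the alleles, and no explanation was tested.

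Seed coat markers were higher in crwn1/2 at 7 DAP. A larger share of RNA from a seed coat of the same composition as in WT would raise them alike. Of the 2 markers with at least 100 CPM in WT at 7 DAP, TT10 differed by -0.17 (SE 0.17) and BAN by 1.50 (SE 0.19), which argues against that source as the whole cause, if the transcripts of both come from seed coat. Between days in WT, BAN fell by 1.37 on the log2 scale and TT10 changed by 0.01. RNA from a seed coat of another stage and a change within endosperm stay open and were not tested.

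In endosperm the length of H3K27me3 lost in crwn1/2 was 10.9 times the length gained. Without crwn1/2 replicate 2, the list with the fewest reads in peaks, it was 2.8 times, so that list alone does not account for the excess. In lists of a common covered length the ratio was 1.39, but equal lengths also remove a true loss, so depth and genotype cannot be told apart by it. In the WT lists, peaks holding lost length were set against peaks that hold length common to all lists and no lost length. Their median log2 enrichment was lower, by a difference of -0.142 (SD 0.033 over 3 lists). In leaf, where reads in peaks were more alike between genotypes, the difference was -0.377 (SD 0.023). Part of the peaks holding lost length also held common length. Those without it had medians of 0.707 to 0.765 in endosperm, against 1.025 to 1.049 for the comparison peaks. In leaf they had 0.775 to 0.827, against 1.448 to 1.498. The lost length may therefore lie in weaker regions in both tissues, which by itself does not favour fewer reads in the endosperm crwn1/2 libraries over a loss by genotype.

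Leaf crwn1/2 replicate 3 was nearer to the WT lists, with a Jaccard index of 0.807 to 0.818, than to the other crwn1/2 lists, with 0.726 to 0.749, while those 2 had 0.802 with each other. A swap with a leaf WT library would leave a WT list out of place, but the lowest index between WT lists was 0.837 and the highest between a WT list and the other 2 crwn1/2 lists was 0.789. Its 2.84 M reads in peaks were the fewest in leaf, next to 2.96 M, so depth and a difference of the sample cannot be told apart with 1 list. A wrong label without a partner in the other group stays open and was not tested.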
